A study of Homo sapiens with 24 samples.

How the data were processed

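The libraries came from Jurkat cells, a human T cell line, edited with the adenine base editor ABE8e, an enzyme that converts A to G at a site chosen by a guide RNA. Per the labels, 2 guides were directed at the codon for residue D207 of the transcription factor TFIIB and gave pools named D207G-1 and D207G-2, and another guide directed at the AAVS1 site gave the control pool. Per the labels, at least 85% of each pool was edited and the pools were grown for at least 10 days. Cells received a mock treatment or 250 ng/mL TRAIL, a ligand that triggers apoptosis, for 6 h. In 18 of the 24 libraries the cells also received 300 uM 4-thiouridine (4sU) during the last 3 h. Per the labels, the RNA was alkylated, so that 4sU incorporated into newly made RNA reads as a base conversion (SLAM-seq), ERCC spike-in RNA was added, and ribosomal RNA was depleted before library preparation.

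The deposited bulk table holds raw counts, as whole numbers, for 62703 genes and 92 ERCC spike-in sequences in all 24 libraries. In the nascent table, as deposited by the authors, the values are estimated counts (expected counts) of labelled RNA for 42045 genes in the 18 libraries that received 4sU, and they are not whole numbers. Per the labels, the libraries behind these estimated counts came from ribosome-depleted, alkylated RNA. The labels do not state the aligner, the counting program, the genome build, the annotation or how conversions were turned into nascent counts. All 42045 nascent genes occur in the bulk table. The nascent value exceeded the bulk count for 2.6% to 6.2% of genes with more than 100 bulk counts. All genes with a nascent value above the bulk count, whatever that count, held 8.74% to 10.7% of the nascent counts. The nascent values are therefore not a strict subset of the bulk counts. Genes carry Ensembl identifiers with versions, the files do not pair them with symbols, and 0 identifiers matched the gene table at hand (assembly GRCh38.p14). For that reason genes are given by identifier without position, and 4 gene lists (immediate-early genes, NF-kB targets, mitochondrially encoded mRNAs and Pol III transcripts), the levels of the edited genes and checks of GC content or length were not analysed here. Whether overlapping, antisense or near-identical genes share reads was not analysed here, so each named identifier is uncertain in that respect.

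Groups were taken from the sample titles. For the control TRAIL replicate 1 pair, title and characteristics differ on which library received 4sU, and a note in the labels describes an exchange of files between the replicate 1 control libraries without 4sU. Values bearing on both points are given among the additional observations. All 24 libraries were used, as 8 groups of 3. Replicate pairs of the same group differed by more than counting noise, with a chi-square per degree of freedom of 2.41 to 38.7 over 24 pairs, for genes with a summed count of at least 20.

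Library totals ranged from 26542865 to 56909975 bulk gene counts, 7199697 to 25083525 nascent counts and 1112499 to 2452902 ERCC counts, and ERCC made up 2.27% to 7.55% of all counts. Read totals carry no molecular identifiers, so a floor of 3 counts covers counting error only. A gene at or under 3 counts in every library of a group gives a lower bound for a fold, computed against that floor.

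Gene tests used edgeR 4.0.16 (limma 3.58.1, R 4.3.3), with estimateDisp, robust glmQLFit and glmQLFTest on a model with one mean per group. Nascent values were rounded to whole numbers first. The 18 labelled libraries were fitted together, so that all 6 groups shared one estimate of the spread. The effect of 4sU was fitted on the 12 control libraries. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15. The sum of ERCC counts was the library size, which keeps changes in total RNA per spike-in visible. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called, and each adjusted p given for a gene is from edgeR. Values per library (nascent share of counts, nascent counts per ERCC count, bulk counts per ERCC count) were compared by two-sided exact permutation tests of the difference in means, as a family of 15 tests. With 3 libraries against 3 there are 10 splits and the smallest two-sided p is 0.1. With 6 against 3 there are 84 splits and the smallest p is 0.0119. Gene tests, their settings and the alternatives were chosen before the data were examined, apart from those named as added later among the processing alternatives.

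Named genes followed a rule: a mean of at least 50 counts in the higher group of the contrast, a call in the same direction in all 3 pools (TRAIL) or against the control in each of the D207G pools, and the largest changes first. The rule also required a symbol, which could not be applied, and at most 2 rises and 2 falls per comparison are named.

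Same-numbered libraries deviated together from their group means in the TRAIL comparisons of each pool, in the D207G comparison under TRAIL and in the bulk comparisons, those with the libraries without 4sU included. The lowest correlation of any same-numbered pair was 0.131 to 0.260 in the nascent TRAIL comparisons, 0.108 for nascent D207G against control under TRAIL (0.0906 with scaling over genes, where the bar of 0.1 was not met) and 0.110 to 0.307 in bulk, where it was 0.135 for the comparisons by 4sU and 0.159 for TRAIL without 4sU. The replicate number was therefore treated there as a block in an alternative fit. For nascent D207G against control under mock, and for the nascent interaction, the lowest correlation was 0.0390, and the number was not taken as a pairing. That rule looks at the lowest pair alone. Under mock the median correlation was 0.278 for same-numbered pairs, against -0.168 for other pairs. For the interaction it was 0.221 against -0.109. By the median, same-numbered libraries deviated together there too, and fits without the block leave this out of account.

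Both D207G pools were compared with the same control libraries, so their agreement was set against 10 simulations of unchanged groups compared with those controls. Each simulated gene had the same spread in all groups. The fitting code was tested on simulated data with 200 changed genes. It recovered 198 in the nascent test of 6 libraries against 3, with 5 false calls among 19330 genes, and 184 in the nascent test of 3 against 3, with 11 false calls among 19369 genes. For bulk counts it recovered 198 in 6 against 3 (15 false calls among 22161 genes) and 200 in 6 against 6 (10 false calls among 22431 genes). The changed genes all had a mean of at least 50 counts. Each simulated gene varied independently, and the spike-in totals carried no error. Scaling errors or replicate deviations shared by many genes are therefore not covered by these figures.

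Alternatives were scaling over genes (edgeR's trimmed mean of M-values, TMM), DESeq2 1.42.0, no filter on low counts, a mean of at least 50 counts, a replicate block, fits to the compared groups alone and fits that left out libraries. Files were read with the R package data.table (version 1.17.8) and plots drawn with matplotlib 3.10.9.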

Results

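Bulk and newly made RNA were counted in Jurkat pools carrying the TFIIB edit D207G, made with either of 2 guides, and in a control pool edited at AAVS1, to ask whether the edit alters the transcriptome of cells treated with TRAIL for 6 h. The 18 libraries labelled with 4sU formed 6 groups of 3, a mock and a TRAIL group for each pool, and 6 further libraries of the control pool, 3 mock and 3 TRAIL, received no 4sU. Library totals lay between 26542865 and 56909975 bulk gene counts and, for labelled libraries, between 7199697 and 25083525 nascent counts. Spike-in totals were 1112499 to 2452902 counts.

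The first comparison asked how TRAIL changed the nascent share and the RNA counts per spike-in count in each pool. In the control pool, the nascent share of counts was 39.3% ± 3.76 (SD, n = 3) under mock and 29.6% ± 3.55 (SD, n = 3) under TRAIL. In D207G-1 it was 40.0% ± 4.28 under mock and 28.1% ± 2.13 under TRAIL, and in D207G-2 it was 42.5% ± 5.07 and 28.1% ± 2.46 (SD, n = 3 each). Nascent counts per ERCC count fell from 10.2 ± 1.66 to 4.06 ± 0.480 in the control pool, from 12.5 ± 1.19 to 4.21 ± 0.472 in D207G-1 and from 14.2 ± 1.90 to 3.85 ± 0.226 in D207G-2 (SD, n = 3 each). Bulk counts per ERCC count fell from 26.1 ± 4.68 to 13.8 ± 1.32 in the control pool, from 31.3 ± 0.487 to 15.0 ± 0.924 in D207G-1 and from 33.4 ± 1.79 to 13.8 ± 1.30 in D207G-2 (SD, n = 3 each). In the control pool without 4sU, bulk counts per ERCC count were 38.7 ± 3.89 under mock and 19.2 ± 1.53 under TRAIL (SD, n = 3 each). For each of the 3 measures in each labelled pool, every TRAIL library lay below every mock library, and the exact permutation p was 0.1, the smallest that 3 against 3 allows (Benjamini-Hochberg adjusted 0.136 over 15 tests). All 3 same-numbered pairs fell in every pool and measure. The values used here hold no cell numbers and no spike-in amount per cell. A fall per ERCC count therefore cannot be read as less RNA per cell. The nascent share does not use the spike-in. The background of the nascent estimate in libraries without 4sU was not analysed here.

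**Figure D1:**
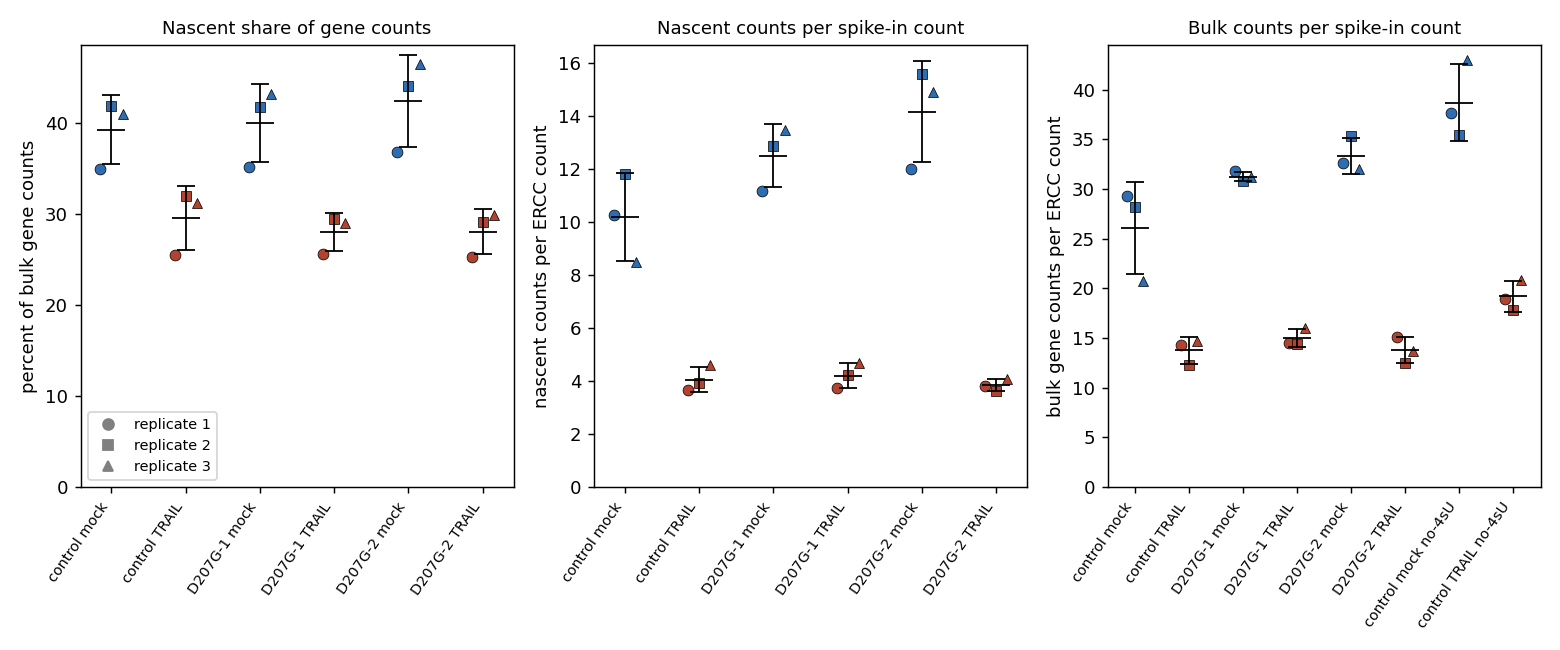
Nascent share of gene counts (percent), nascent counts per ERCC count and bulk gene counts per ERCC count, for each library by group; points are libraries with a symbol per replicate number, bars are the mean and SD of 3 libraries, blue is mock and red is TRAIL. In each pool the 3 TRAIL libraries sit below the 3 mock libraries, and control mock replicate 3 has the lowest bulk count per ERCC count of the mock libraries.

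The next comparison asked whether the D207G pools differed from the control pool in these totals. Under mock, nascent counts per ERCC count were higher by 3.14 in the 6 D207G libraries than in the 3 control libraries (exact permutation p 0.0476, adjusted 0.136). Bulk counts per ERCC count were higher by 6.22 under mock, with every D207G library above every control library (exact permutation p 0.0119, the smallest possible, adjusted 0.136). Neither passed the adjustment over 15 tests, of which 9 cannot go below 0.1, and the bulk difference, already at its smallest possible p, could not have passed it alone, so the adjusted values do not speak against a difference. Within replicate numbers 1, 2 and 3 the bulk difference was 2.90, 4.87 and 10.9, and the nascent difference was 1.34, 2.41 and 5.68. Without replicate 3 of all groups, the bulk difference was 3.89 (exact permutation p 0.133) and the nascent difference 1.87 (exact permutation p 0.333), where the smallest possible p is 0.0667. Control mock replicate 3 had 4.60% ERCC counts, against 3.30% and 3.42% in the other control mock libraries. The nascent share differed by 1.95 percentage points under mock (exact permutation p 0.488, adjusted 0.536). Under TRAIL the differences were smaller than the spread between replicates: -1.51 percentage points in nascent share (exact permutation p 0.405), -0.0279 in nascent counts per ERCC count (p 0.929) and 0.613 in bulk counts per ERCC count (p 0.5). The TRAIL effect on nascent counts per ERCC count was larger in the D207G pools by -0.40 on the log2 scale (permutation p 0.0565 over 7056 relabellings, adjusted over 3 measures 0.170). It was -0.28 (permutation p 0.160) without control mock replicate 3. For bulk counts per ERCC count this interaction was -0.26 (permutation p 0.151, adjusted 0.227), or -0.10 without that library (p 0.404), and for the nascent share it was -0.14 (p 0.330). These permutations ignore the replicate number, although the bulk libraries met the pairing check. As a plain difference, not on the log2 scale, the fall under TRAIL was larger in both D207G pools than in control. This held in each replicate number for all 3 measures, though pools with higher mock values can fall further in this sense. As a proportion it did not hold for bulk counts per ERCC count in replicate 2. These fell from 28.2 to 12.3 in control and from 30.8 to 14.4 in D207G-1. For the nascent share in replicate 1 the differences were close, at -9.49 in control and -9.56 in D207G-1. Bulk differences per ERCC count in replicates 1, 2 and 3 were -15.0, -16.0 and -6.03 in control. They were -17.2, -16.4 and -15.1 in D207G-1 and -17.5, -22.9 and -18.3 in D207G-2. No test of the interaction within replicate numbers was run.

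Gene by gene, the TRAIL comparison asked which transcripts changed in each pool. Of 19614 genes tested in the nascent table with edgeR and ERCC scaling, 17855 were called in the control pool (252 higher, 17603 lower), 18592 in D207G-1 (317 higher, 18275 lower) and 18932 in D207G-2 (271 higher, 18661 lower). The median log2 fold change was -1.28, -1.53 and -1.84. In all 3 pools, 222 genes were higher and 17251 lower. Scaling over genes (TMM), which places the median gene near 0 and so removes the common fall, moved these counts most. It gave 892 calls in the control pool (617 higher, 275 lower), 1179 in D207G-1 (879 higher, 300 lower) and 1682 in D207G-2 (1048 higher, 634 lower), with 503 higher and 110 lower in all 3 pools. Most genes called lower under ERCC scaling therefore were not called lower relative to the median gene. As with the totals, the common fall is per spike-in count and does not show a fall per cell. The biological coefficient of variation was 0.170 with ERCC scaling and 0.111 with TMM. Across genes, which are not independent replicates, the nascent TRAIL effects of the pools correlated with r of 0.845 (control and D207G-1), 0.846 (control and D207G-2) and 0.880 (D207G-1 and D207G-2). Spearman rho was lower, at 0.671, 0.669 and 0.690 in the same order.

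In the bulk table, 22724 genes were tested. TRAIL gave 17539 calls in the control pool (2094 higher, 15445 lower), 18944 in D207G-1 (2067 higher, 16877 lower) and 19817 in D207G-2 (1805 higher, 18012 lower), with median log2 fold changes of -0.84, -1.03 and -1.27. With TMM there were 10165 calls (5697 higher, 4468 lower), 10539 (5928 higher, 4611 lower) and 11083 (6114 higher, 4969 lower). In the control pool without 4sU, 18244 genes were called (1442 higher, 16802 lower; median -0.97), and 5169 with TMM (3538 higher, 1631 lower). Nascent and bulk TRAIL effects correlated across 18051 genes with r of 0.767, 0.812 and 0.819 in the control, D207G-1 and D207G-2 pools. By rank the correlation was lower, with Spearman rho of 0.559, 0.552 and 0.577. Both kinds of counts come from the same libraries.

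**Figure D2:**
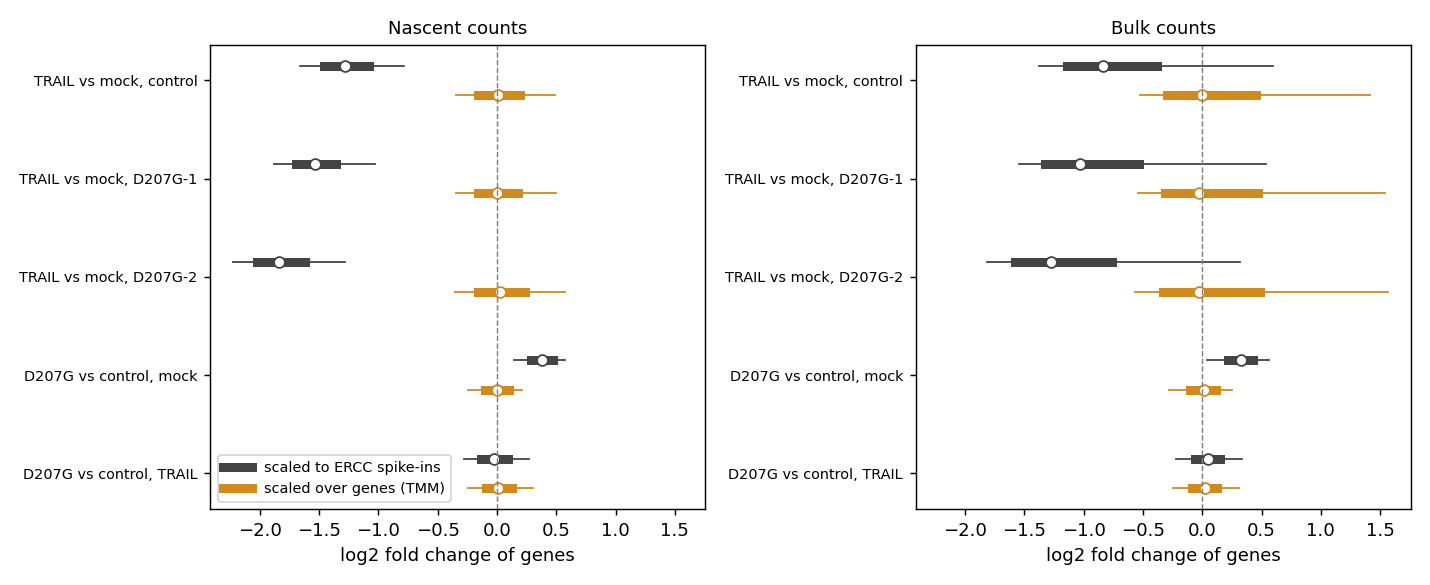
Spread of log2 fold changes over all tested genes for 5 comparisons, in nascent counts (left) and bulk counts (right), with ERCC scaling (grey) and scaling over genes (orange); the circle is the median, the thick bar the 25th to 75th percentile and the thin line the 10th to 90th percentile. With ERCC scaling the nascent median is -1.28, -1.53 and -1.84 for TRAIL and 0.38 for D207G under mock, and with scaling over genes each median lies near 0.

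The naming rule was met by 76 nascent genes higher under TRAIL and 13785 lower. ENSG00000130222.11 had at most 3 nascent counts in every mock library and was at least 28.6-fold higher under TRAIL in the control pool, at least 38.3-fold in D207G-1 and at least 42.5-fold in D207G-2. Its nascent level under TRAIL was 48.0 ± 21.1, 80.0 ± 22.2 and 80.7 ± 4.27 counts per 1000000 ERCC counts (SD, n = 3 each). ENSG00000143878.10 rose by a log2 fold change of 4.73 in the control pool (SE 0.35, edgeR adjusted p 6.47e-16) and 4.94 in D207G-2. In D207G-1, where it had at most 1 nascent count under mock, it was at least 75.8-fold higher. ENSG00000212443.1 had log2 fold changes of -3.51 in the control pool (SE 0.47, edgeR adjusted p 3.20e-08), -3.23 in D207G-1 and -4.43 in D207G-2, while its bulk changes of -0.10, -0.08 and -0.18 were not called. Relative to the median gene (TMM), its bulk counts were higher under TRAIL, with log2 fold changes of 0.74, 0.93 and 1.07 (edgeR adjusted p 2.04e-05, 9.04e-07 and 1.05e-07). ENSG00000254911.3 had log2 fold changes of -3.42 (SE 0.39, edgeR adjusted p 2.62e-10), -2.87 and -3.24 in the same order. Its bulk changes of -0.11, -0.16 and -0.16 were not called (edgeR adjusted p 0.587, 0.420 and 0.410), and relative to the median gene its bulk counts were higher, by 0.72, 0.84 and 1.09 (edgeR adjusted p 7.22e-05, 1.32e-05 and 3.13e-07). Relative to the median gene (TMM), the control-pool nascent log2 changes of these last genes were -2.18 for ENSG00000212443.1 and -2.09 for ENSG00000254911.3, and that of ENSG00000143878.10 was 5.99.

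Comparing the D207G pools together with the control pool under mock asked what the edit changes before TRAIL. With ERCC scaling, 2218 nascent genes were called, 2216 higher and 2 lower, with a median log2 fold change of 0.38. With TMM the count was 4 (3 higher, 1 lower), so nearly all of the difference was shared by most genes. The count moved with single libraries: it was 4 without control mock replicate 1, 9125 without control mock replicate 2, 2 without control mock replicate 3 and 1 without replicate 3 of every group. It was 5 without control TRAIL replicate 2, a library outside the comparison, with the median still at 0.38 and 9738 genes at an unadjusted p under 0.05, against 9689 with all libraries, so many genes lay close to the adjusted threshold. Against the control, D207G-1 gave 3 calls and D207G-2 gave 8480 (8477 higher), with 1 and 3 under TMM. Without control mock replicate 3 the D207G-2 count was 2. In bulk, 5000 genes were called (4982 higher, 18 lower; median 0.33), and 54 with TMM (7 higher, 47 lower), so the balance of directions changed with the scaling. The bulk count was 2 with only the mock groups in the fit, 45 without replicate 2 of every group, 7 without control mock replicate 3, 7375 without control mock replicate 1 and 7876 without control mock replicate 2. With replicate number as a block, for which the bulk libraries met the pairing check, it was 9261. The bulk median was 0.19 without control mock replicate 3, against 0.38 and 0.40 without control mock replicates 1 and 2. Fold changes in nascent and bulk counts correlated across genes with r of 0.630. The mock effects of the D207G pools, which share the control libraries, correlated across genes with r of 0.592 under TMM, against 0.510 (range 0.488 to 0.532) in 10 simulations of unchanged groups. ERCC scaling gave 0.562, against 0.475 simulated. The same sign was found for 71.9% of genes under TMM, against 67.0% simulated, and for 92.7% under ERCC scaling, against 66.5% simulated. A shift of the control libraries shared by most genes gives the same sign by itself with ERCC scaling. The simulated range of 65.9% to 67.1% does not cover such a shift, so the 92.7% does not show agreement beyond the shared controls. The pools shared 1 call under TMM and 3 under ERCC scaling, against 0 in every simulation, where unchanged groups have few calls to share. The simulations also gave each gene one spread in all groups. In bulk counts (TMM), control mock libraries deviated from their group mean by 0.143 to 0.225 on the log2 scale. D207G mock libraries did so by 0.0887 to 0.144. Noisier shared controls raise r by themselves, so the higher r does not show agreement beyond the shared controls either.

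Of the mock differences, 3 higher genes and no lower gene met the naming rule. ENSG00000186369.11 had 10.2 ± 3.35 nascent counts per 1000000 ERCC counts in the control, 41.7 ± 20.3 in D207G-1 and 48.3 ± 16.4 in D207G-2 (SD, n = 3 each), a log2 fold change of 2.13 (SE 0.31, edgeR adjusted p 2.89e-05). ENSG00000113088.6 had 14.9 ± 1.65, 48.2 ± 16.7 and 76.1 ± 16.7, a log2 fold change of 2.01 (SE 0.28, edgeR adjusted p 1.65e-05). Relative to the median gene these log2 fold changes were 1.74 and 1.61. Neither gene was called without replicate 3, with edgeR adjusted p of 0.439 for ENSG00000186369.11 and 0.176 for ENSG00000113088.6, the highest over 16 alternatives each (lowest 1.31e-12 and 3.83e-14). ENSG00000186369.11 was also not called without control mock replicate 3, with ERCC scaling (edgeR adjusted p 0.0869) or with TMM (0.286).

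Under TRAIL, the same comparison asked whether the edit changes the response during apoptosis. It gave 25 nascent calls with ERCC scaling, 24 higher and 1 lower in D207G, with a median log2 fold change of -0.03. TMM gave 51 calls (47 higher, 4 lower), and 23 genes were called by both, 22 of them higher. The replicate block gave 123 calls (106 higher, 17 lower). A single library weighed on this count: without control TRAIL replicate 2 it was 3 with ERCC scaling and 17 with TMM. D207G-1 alone gave 21 calls (20 higher) and D207G-2 gave 9 (8 higher), with 8 shared (7 higher, 1 lower). Without control TRAIL replicate 2 these counts were 1 and 2. With the block these counts were 94 and 70 with 52 shared, and with TMM they were 29 and 31 with 23 shared. Unchanged groups compared with the same controls shared 0 calls in each of 10 simulations. Such groups have few calls to share, so this says little about agreement beyond the shared controls. Across genes the TRAIL effects of the edit in the pools correlated with r of 0.661 under TMM, against 0.511 simulated (range 0.479 to 0.535), and 74.6% of genes had the same sign, against 66.9% simulated. With ERCC scaling r was 0.667 against 0.515, and 65.2% of genes had the same sign against 67.0%. The simulations gave each gene one spread in all groups. In bulk counts (TMM), control TRAIL libraries deviated from their group mean by 0.146 to 0.163 on the log2 scale. D207G-1 TRAIL libraries did so by 0.101 to 0.151 and D207G-2 TRAIL libraries by 0.0829 to 0.122. Noisier shared controls raise r by themselves, so the higher r does not show agreement beyond the shared controls. In bulk, 184 genes were called (172 higher, 12 lower), 304 with TMM (263 higher, 41 lower), 161 by both, and 395 with the block. Without replicate 2 of every group the bulk count was 6. It was 11 without control TRAIL replicate 2 alone, where the median bulk log2 fold change moved from 0.05 to -0.03. Of the 25 nascent calls, 22 were also called in bulk in the same direction. Nascent and bulk fold changes correlated across genes with r of 0.635.

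Under TRAIL, 7 higher genes and 1 lower gene met the naming rule. ENSG00000245330.4 had 6.37 ± 3.98 nascent counts per 1000000 ERCC counts in the control, 24.7 ± 3.88 in D207G-1 and 23.3 ± 0.0607 in D207G-2 (SD, n = 3 each), a log2 fold change of 1.92 (SE 0.33, edgeR adjusted p 0.000541), and 1.16 in bulk. ENSG00000245598.7 had 17.8 ± 8.78, 60.2 ± 12.6 and 58.5 ± 2.79, a log2 fold change of 1.75 (SE 0.27, edgeR adjusted p 0.000137), and 1.27 in bulk. ENSG00000102870.6 was lower, with 35.9 ± 7.73 in the control, 16.1 ± 4.73 in D207G-1 and 12.6 ± 1.15 in D207G-2, a log2 fold change of -1.33 (SE 0.22, edgeR adjusted p 0.000333), and -1.02 in bulk. The first of these genes had raw nascent counts of 7 to 20 in the control TRAIL libraries. Without control TRAIL replicate 2, the edgeR adjusted p was 0.103 for ENSG00000245330.4 and 0.0568 for ENSG00000245598.7, the highest over 16 alternatives each (lowest 2.34e-07 and 1.16e-12). Without replicate 3 it was 0.193 for ENSG00000102870.6, the highest over 17 alternatives (lowest 9.73e-09). Under mock, with TMM, ENSG00000102870.6 was also lower in D207G (log2 fold change -0.98, edgeR adjusted p 0.00566). ENSG00000245330.4 had at most 3 nascent counts in every mock library of every pool.

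Whether the TRAIL effect itself differed between the D207G and control pools was tested as an interaction. With ERCC scaling 0 nascent genes were called, with 3962 at an unadjusted p under 0.05 and a median difference of -0.41 on the log2 scale. TMM gave 2 calls, with 493 at an unadjusted p under 0.05. D207G-1 alone gave 0 calls (320 unadjusted) and D207G-2 alone gave 0 (7968 unadjusted). Single control libraries moved the unadjusted numbers with ERCC scaling. For both guides together it was 935 without control TRAIL replicate 3 (median -0.29) and 8322 without control mock replicate 2 (median -0.52). For D207G-2 it was 3863 and 10504 without these libraries. In bulk there were 0 calls (1674 unadjusted), 7 with TMM, all higher in D207G, and 2 with the block. Calls under TRAIL but not under mock are therefore not shown, gene by gene, to be specific to TRAIL with ERCC scaling.

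The control pool with and without 4sU was compared to ask whether the label itself changes bulk counts. Bulk counts per ERCC count were lower by 9.03 with 4sU: the difference was -9.03, with an exact permutation p of 0.005, the smallest that the 400 relabellings within treatment allow. Of 23185 genes, 15120 were called (763 higher, 14357 lower; median log2 fold change -0.58) with edgeR and ERCC scaling. TMM gave 13498 calls (6044 higher, 7454 lower). The TRAIL effect differed with and without 4sU for 36 genes (27 higher, 9 lower with 4sU), and for 110 with TMM (100 higher, 10 lower). Without replicates 1, 2 and 3 of every group the count with ERCC scaling was 2, 10 and 1 (0, 9 and 0 higher with 4sU). Without control mock replicate 3 alone it was 17, and 29 with TMM. With the replicate block it was 76. TRAIL effects on bulk counts with and without 4sU correlated across 22268 genes with r of 0.902 (Spearman rho 0.768).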

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

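The tests of the spike-in scaling and of control mock replicate 3 as causes of the pattern below were chosen after the result was seen.

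In the control pool the TRAIL effect on bulk counts differed between libraries with and without 4sU for 36 genes in edgeR's interaction test. It stands out as a difference between groups under the same contrast: 27 genes had a more positive TRAIL effect with 4sU and 9 a more negative one. For the 27, the median log2 fold change under TRAIL was 1.02 without 4sU and 2.73 with it. For the 9, it was 1.20 without 4sU and -1.64 with it. The count was 110 with scaling over genes and 76 with the replicate block. It was 2, 10 and 1 without replicates 1, 2 and 3 of every group, so it fell whichever replicate was left out. Of these calls, 0, 9 and 0 were more positive with 4sU, so that direction was lost without replicate 1 or 3. Leaving out single control libraries gave 17 to 59 calls with ERCC scaling and 22 to 224 with scaling over genes. Without control mock replicate 3, which has few gene counts per spike-in count, these were 17 and 29. Redrawing the 4sU and TRAIL labels gave 36 or more calls in 4 of 30 draws, the real one included. Those redrawn groups mix in the large effect of 4sU itself, and the highest count among them was 11689, so a draw as large does not stand for the absence of an interaction.

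Several technical explanations were tested. Low counts are argued against: 7 of the 36 genes had a mean under 10 counts in at least one group, and the median of the lowest group mean was 43.8 counts. Spike-in scaling is argued against, since 31 of the 36 were called in the same direction with scaling over genes. An error in the labels of control TRAIL replicate 1, whose title and characteristics differ on 4sU, is argued against as the whole cause: without the TRAIL libraries of replicate 1, 14 of the 36 were still called, and the library's own profile follows its title (score 0.0550, given among the other observations).

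A part of control mock replicate 3 cannot be told apart from lost precision: 17 genes were called without it, but also 17 without the unlabelled TRAIL replicate 2 and 22 without control TRAIL replicate 3. All 36 genes kept their direction in each of the 12 fits that left out a single control library, though they were chosen with all libraries included.

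What remains open also includes the label itself. If 4sU lowers the counts recovered from newly made RNA, a gene whose nascent share falls under TRAIL should lose less to the label there, and its TRAIL effect should look more positive with 4sU. Across 13821 genes, which are not independent replicates, the interaction rose with the fall of the nascent share in the D207G pools (Spearman rho 0.631). All 17 of the more positive genes with a nascent share had a falling one, from a median of 62.9% under mock to 11.6% under TRAIL, a median fall of 46.2 points against 12.7 over all genes. The share is taken over bulk counts of labelled libraries. A larger bulk rise with 4sU that the pools share would lower it for any other reason too. The relation therefore does not separate the explanations, though loss to the label may account for the 27 genes. The 9 others go the opposite way, and 6 of the 7 with a share under mock had more nascent than bulk counts, so their shares have no clear meaning. A real difference in how labelled cells respond to TRAIL predicts no particular sign and remains open, untested.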

How the results depend on the processing

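Added after seeing the data were the fits with TMM and a replicate block, TMM without control mock replicate 3, the fits without single control mock or control TRAIL libraries (other than control TRAIL replicate 1), and the same alternatives for the TRAIL comparisons with and without 4sU. The other alternatives were planned.

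Over 21 comparisons counted in genes, 145 of 352 alternative fits gave a count more than 1.5 times above or below the reported one. Of 75 alternatives for the totals per library, 74 kept direction and 1 reversed. In 63 of them, the alternatives of the 3 against 3 TRAIL comparisons and each fit without a replicate, the design allows no p under 0.05, so their side of the threshold says nothing about stability. The other 12 (log2 values or a permutation within replicate numbers, for D207G against control) kept direction and side of 0.05. Of 147 alternative fits of the named genes, 140 kept direction and call, 7 lost the call and 0 reversed. TRAIL against mock in nascent counts stayed within 1.5 times in 13 of 17 alternatives in each pool, from 13443 to 19030 genes in the control, 13493 to 20443 in D207G-1 and 13520 to 21633 in D207G-2. In bulk it did so in 14 of 17, and without 4sU in 12 of 16. The exceptions were fits with another scaling.

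With TMM, nascent TRAIL calls were 892 (control), 1179 (D207G-1) and 1682 (D207G-2). D207G against control gave 4 under mock and 51 under TRAIL, with 2 for the interaction. D207G-1 gave 1 under mock and 1 for the interaction, and D207G-2 gave 3 under mock, 31 under TRAIL and 2 for the interaction. In bulk, TRAIL gave 10165, 10539 and 11083, D207G against control 54 under mock and 304 under TRAIL, and the interaction 7. TRAIL by 4sU gave 110 and TRAIL without 4sU 5169. TMM sets the median gene near 0 by construction, which removes shifts shared by most genes. The median nascent log2 fold change moved from -1.28 to 0.01 for TRAIL in the control pool and from 0.38 to 0.00 for D207G under mock.

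With DESeq2, whose size factors also scale over genes, nascent TRAIL calls were 1173, 1356 and 2113 in the same order. D207G against control gave 14 under mock and 109 under TRAIL, with 12 for the interaction. D207G-1 gave 5, 59 and 3, and D207G-2 gave 9, 87 and 7, for mock, TRAIL and interaction. In bulk, TRAIL gave 10132, 10230 and 10747, D207G against control 201 under mock (22 higher, 179 lower) and 414 under TRAIL, and the interaction 53. TRAIL by 4sU gave 347 and TRAIL without 4sU 6510.

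Filters moved fewer counts. Without a low-count filter, nascent D207G against control under mock gave 967 and bulk 1567, D207G-1 under mock 5 and D207G-2 under TRAIL 16. With a mean of at least 50 counts, nascent D207G against control gave 5713 under mock and 16 under TRAIL, D207G-1 under mock 1, D207G-2 under TRAIL 5 and the bulk interaction 1. A filter changes both the number of genes tested and the adjustment, and the cause was not tested further. With only the compared groups in the fit, nascent D207G against control under mock gave 5 and bulk 2, D207G-1 gave 6 under mock and 4 under TRAIL, and D207G-2 gave 3 under mock. Fewer libraries then estimate the spread.

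With the replicate number as a block, the paired nascent comparisons under TRAIL gave 123 for D207G, 94 for D207G-1 and 70 for D207G-2. Bulk D207G against control gave 9261 under mock and 395 under TRAIL, the bulk interaction 2, and TRAIL by 4sU 76. For the nascent mock and interaction comparisons the numbers did not meet the pairing check (lowest correlation 0.0390), and the block gave 11004 for D207G under mock, 168 for D207G-1 under mock, 164 called in both D207G pools under mock, 2 for the interaction and 8702 for the D207G-2 interaction (22 higher, 8680 lower). Under TRAIL, 52 were called in both pools. The block moved no other count of calls by over 1.5 times and, as a permutation within replicate numbers, changed no call among the totals of D207G against control. The coefficient of variation fell from 0.170 to 0.130 in nascent counts and from 0.145 to 0.126 in bulk.

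TMM with a replicate block gave nascent TRAIL calls of 2462, 2826 and 3875. D207G against control gave 90 under mock and 211 under TRAIL, with 20 for the interaction. D207G-1 gave 7, 122 and 4, and D207G-2 gave 75, 161 and 11, for mock, TRAIL and interaction. In bulk, D207G against control gave 663 under mock and 954 under TRAIL, the interaction 55, TRAIL by 4sU 892 and TRAIL without 4sU 9491. TMM without control mock replicate 3 gave nascent TRAIL calls of 2809, 1572 and 2396. D207G against control gave 3 under mock and 90 under TRAIL, with 3 for the interaction. D207G-1 gave 1, 36 and 2, and D207G-2 gave 2, 49 and 3. In bulk, TRAIL gave 10949, 11300 and 11889, D207G against control 22 under mock and 343 under TRAIL, the interaction 6 and TRAIL without 4sU 6215. The cause was not tested for these counts.

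Across the fits that each left out libraries (a replicate number, or a single control library), nascent D207G against control ranged from 1 (without replicate 3) to 9125 (without control mock replicate 2) under mock, and from 3 (without control TRAIL replicate 2) to 40 under TRAIL. D207G-1 ranged from 0 (without replicate 3) to 122 under mock and from 1 (without control TRAIL replicate 2) to 31 under TRAIL. D207G-2 ranged from 2 (without control mock replicate 3) to 10488 under mock, from 2 (without control TRAIL replicate 2) to 15 under TRAIL and from 0 to 7534 for the interaction. Bulk D207G against control ranged from 7 (without control mock replicate 3) to 7876 under mock and from 6 (without replicate 2) to 239 under TRAIL, and the bulk interaction from 0 to 3. TRAIL by 4sU ranged from 1 (without replicate 3) to 59 (without control mock replicate 2), with 2 without replicate 1 and 10 without replicate 2. The nascent count for D207G under mock also fell to 5 without control TRAIL replicate 2, a library outside that comparison, while its median log2 fold change stayed at 0.38 and 9738 genes had an unadjusted p under 0.05, against 9689. The difference of totals under mock ranged from 1.87 to 4.04 in nascent and from 3.89 to 7.88 in bulk counts per ERCC count. It lost the threshold by construction, since 2 control libraries against 4 allow no p under 0.0667. The nascent difference under TRAIL, near 0 throughout, ranged from -0.0973 to 0.0645 and reversed without replicate 3.

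Not run were exchanged 4sU labels for control TRAIL replicate 1, removal of mitochondrially encoded genes, the filter on nascent share against libraries without 4sU, the nascent share with and without 4sU, and the gene set tests with their estimated-correlation and fry alternatives. Depth limits genes such as ENSG00000245330.4, with raw nascent counts of 7 to 20 in the control TRAIL libraries.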

Other observations

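Chosen only after their results were seen were the tests of a uniform shift, of control mock replicate 3, of the exchanged files, of control mock replicate 3 in bulk counts, of control TRAIL replicate 2, of the TRAIL-raised genes across and within replicates and of the genes with higher counts under 4sU.

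Genes higher in D207G under TRAIL were compared with the TRAIL response itself. With scaling over genes, 47 nascent genes were higher in D207G under TRAIL, with a median log2 fold change of 1.02. In the control libraries without 4sU, which take no part in that comparison, 41 of the 47 were raised by TRAIL (87.2%, against 13.2% of all genes; with ERCC scaling 21 of 24). Among 10000 random lists matched on mean expression the median was 7 and the highest 17. A difference present before TRAIL is argued against: the median D207G log2 fold change of these genes under mock was 0.0815, 31 of the 47 being positive. Leaving out 3 genes at or under 3 counts in every mock library, it was 0.08 under mock and 0.98 under TRAIL. Unequal depth is argued against, since 38 of the 47 were called again after every library was thinned to 7199529 nascent counts. A weaker overall response in D207G predicts a negative relation between the D207G difference and the TRAIL effect. Across 3948 TRAIL-responsive genes the relation was positive (Spearman rho 0.415 across genes), with a median D207G log2 fold change of 0.13 for 2382 raised genes and 0.00 for 1566 lowered genes.

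The weight of one library, control TRAIL replicate 2, was tested. Without it, 14 of the 47 genes were called again, against 41 without replicate 1 and 25 without replicate 3 of that group. In the fit with scaling over genes and a replicate block, 179 genes were higher in D207G, of which 61 were called again without control TRAIL replicate 2, 142 without replicate 1 and 111 without replicate 3 of that group. Without replicate 2 of every group it was 42 of 179, with a median log2 fold change of 0.65 against 0.74 in the full fit. Leaving out replicate 1 or replicate 3 of every group gave 84 and 108 of 179. After thinning, 164 of the 179 were called again in that fit. These genes were chosen with the library included, so their direction alone decides little.

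Across libraries, the mean level of the 2382 TRAIL-raised genes, relative to genes without a TRAIL response, was higher in D207G than in control under TRAIL by 0.22 on the log2 scale (exact permutation p 0.0357, adjusted over 3 tests 0.0536). Under mock the difference was -0.03 (exact permutation p 0.452), and the difference between the conditions was 0.25 (exact permutation p 0.0159, adjusted 0.0476). Without control TRAIL replicate 2 the difference under TRAIL fell to 0.12 (exact permutation p 0.179). Without replicate 1 of that group it was 0.30 (exact permutation p 0.0357), and without replicate 3 it was 0.23 (exact permutation p 0.107). Replicate 2 had the lowest level in each pool under TRAIL. Within replicates 1, 2 and 3 the difference was 0.13, 0.32 and 0.19, with both D207G libraries above the control in each, and under mock it was 0.01, 0.00 and -0.10. Without replicate 2 of every group the mean of the differences under TRAIL was 0.16. No test within replicate numbers is given, since the numbers did not meet the pairing check with scaling over genes (lowest correlation 0.0906 under TRAIL). The level of this gene set itself fell in the order of replicates 1, 3 and 2 in every pool under TRAIL. The permutation tests above leave this shared order out of account. The 14 of 47 genes called again speak for a part of control TRAIL replicate 2 in the pattern and the positive differences in the other replicates speak against it as the whole cause, and with only replicates 1 and 3 left these cannot be told apart. The values are consistent with a somewhat stronger rise of TRAIL-raised genes in the D207G pools. Editing and pool are confounded beyond the shared effect of both guides, since the control is a single pool.

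Under mock, 2218 nascent genes were called with spike-in scaling, nearly all higher in D207G. The count fell to 4 with scaling over genes, which is what a uniform scaling difference predicts. Such a shift may be more RNA per cell in the D207G pools, or more spike-in per RNA in the control libraries, and no value here separates these. Without control mock replicate 3, the library with the highest ERCC share of that group, 2 genes were called. The count was 4 without control mock replicate 1, 9125 without control mock replicate 2 and 5 without control TRAIL replicate 2, which takes no part in the comparison. As it moves this far at the adjusted threshold, the role of one library with a high spike-in share cannot be told apart for nascent counts. In bulk, 7 genes were called without control mock replicate 3, against 7375 and 7876 without replicates 1 and 2, but the count was also 2 with only the mock groups in the fit and 45 without replicate 2 of every group, fits that keep that library. By calls, the part of that library therefore cannot be told apart in bulk counts either. The median bulk log2 fold change was 0.19 without control mock replicate 3, against 0.33 with all libraries. Leaving out control mock replicates 1 and 2 gave 0.38 and 0.40. Control mock replicate 3 therefore added to the size of the bulk shift, which stayed positive without it. The median nascent log2 fold change stayed positive, at 0.37, 0.49 and 0.28 without control mock replicates 1, 2 and 3.

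Control mock replicate 3 had 72.0% of the mean bulk gene counts per ERCC count of replicates 1 and 2. Admixture of TRAIL-treated material is argued against: 36 transcripts switched on by TRAIL stood at 1.61% of their TRAIL level in this library, against 1.09% and 1.75% in replicates 1 and 2. More spike-in, or less input RNA, with an unchanged gene profile is argued against for this library. Its chi-square per degree of freedom was 38.7 and 34.3 against replicates 1 and 2, which gave 15.2 against each other. The highest value of any other replicate pair was 17.3. Its deviation from the group mean was 0.225 on the log2 scale with scaling over genes, the highest of 9 mock libraries (others 0.0887 to 0.182). A different amount of spike-in or input RNA beside a changed profile remains open. No biological explanation was tested.

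Many genes had lower bulk counts with 4sU than without. Across 12834 genes, the change correlated with the nascent share in D207G-1 mock libraries, which take no part in the comparison (Spearman rho -0.385). With genes in 4 equal groups from the lowest to the highest nascent share (medians 17.6%, 34.9%, 55.6% and 80.3%), the median log2 fold change with scaling over genes was 0.31, 0.01, -0.20 and -0.18. Lower recovery of labelled RNA or of its converted reads, and lower transcription in labelled cells, both predict this relation, and the value of -0.385 does not separate them. As the share is taken over labelled bulk counts, fewer bulk counts with 4sU can also raise it, so part of the relation may be built in. Some genes had higher bulk counts with 4sU. Of 198 such genes with a nascent share, 40.4% had more nascent than bulk counts, against 5.35% of all 12834 genes. Assignment of converted reads to these loci may contribute.

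The labels raise a pair of questions about replicate 1 of the control pool. For the TRAIL library titled as labelled, the mean log2 level of 1233 genes raised by 4sU minus that of 1826 genes lowered by 4sU, both chosen in the mock libraries, gave a score of 0.0550. The other labelled TRAIL libraries scored -0.26 and 0.12, and the TRAIL libraries without 4sU scored from -2.34 to -2.04, so exchanged 4sU labels in the titles are argued against. A note in the labels mentions exchanged files for the replicate 1 libraries without 4sU. In the mock library, 48 transcripts switched on by TRAIL stood at 2.46% of their labelled TRAIL level, and in the TRAIL library at 83.7%, which argues against mock and TRAIL still being exchanged. No biological explanation was tested for either point.

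Other splits of the libraries were counted beside each result. For TRAIL against mock, the real split was the only 1 of 10 to give as many calls in nascent counts of the control, D207G-1 and D207G-2 pools, in bulk counts of these pools and in bulk counts without 4sU. A share of 1 in 10 is the lowest that 3 against 3 allows, so this decides nothing alone. For nascent D207G against control, 6 of 84 splits gave as many calls under mock, where the highest other count was 9867. Under TRAIL 2 of 84 did so, and the other split gave 206. In bulk, 1 of 84 did so under mock and 1 of 84 under TRAIL, where the highest other counts were 1089 and 37. Among the 27 splits balanced over replicate numbers, only the real one gave as many in each of these comparisons. The numbers did not meet the pairing check for nascent counts under mock. Counted by genes with an unadjusted p under 0.05, 3 of 84 splits were as large under mock and 25 of 84 under TRAIL in nascent counts, and 1 of 84 and 19 of 84 in bulk. The number of genes with a small unadjusted p under TRAIL was therefore not unusual among the splits, while the number of calls was. For D207G-1 alone it was 2 of 10 under mock and 1 of 10 under TRAIL by calls, and for D207G-2 alone 1 of 10 under each. By unadjusted p under TRAIL it was 6 of 10 for each of these pools. For the interactions with TRAIL the real labels gave 0 calls, so that 30 of 30 draws gave as many by construction, for both guides together, D207G-1 and D207G-2 in nascent counts and for bulk counts, and this says nothing. Counted by unadjusted p under 0.05 (3962, 320, 7968 and 1674 genes), 1, 19, 1 and 2 of 30 draws were as large, in that order, the real one included. With ERCC scaling these counts carry the shift shared by most genes. The first of them also ranged from 935 to 8322 when single control libraries were left out. For 4sU against no 4sU, 1 of 30 draws gave as many calls, the real one.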
